A study of Homo sapiens with 9 samples.

How the data were processed

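Gene expression was measured by RNA sequencing in LN229, an established human glioblastoma cell line. Per the labels' protocols, the cells grew in medium with 17 mM glucose, 2 mM glutamine and 10% fetal bovine serum, and were given 500 µM sodium formate for 0, 8 or 24 h. Formate is the anion of formic acid and a 1-carbon unit of folate metabolism. Total RNA was taken directly from the dishes, RNA with an integrity number above 9 was accepted, and libraries were made with a stranded mRNA kit, per the labels' protocols. Each of the 3 groups (untreated at 0 h, formate for 8 h and formate for 24 h) held 3 libraries, and the titles numbered the replicates 1 to 3 in every group. A source label spelled the name of the cell line differently from the others, and the growth protocol's name was used.

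The authors deposited 1 table of raw counts, with a column for each of the 9 libraries and 23727 Ensembl genes. The values were whole numbers and their totals differed between libraries, from 22222298 to 25848242 counts. The aligner, the counting program, the genome build, the annotation release and the strand setting of the deposited counts are not stated in the labels or in the file header. Every per-sample column was matched to its sample by the time and the replicate number in its name. No entry of the table lacked a gene, so all counts entered the library sizes.

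Gene symbols came from a table of Ensembl identifiers, which named 19733 of the 23727 genes. Coordinates, gene types, exon lengths and GC content came from GENCODE release 29 on GRCh38, which held 23252 of the genes (98.0%). The build behind the counts is not stated; 99.7% of neighbouring genes in the table stood in ascending GRCh38 order. Coordinates below are those of GENCODE on GRCh38. Since the strand setting is not stated, genes with at least 5% of their exons overlapped by another gene on the opposite strand are named with that overlap, and processed pseudogenes are reported as uncertain.

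Genes with low counts were removed with filterByExpr, which left 15273 genes, and 678 genes had no count in any library. Library sizes were scaled with TMM. Counts were fitted with edgeR 4.0.16 in R 4.3.3 as 1 mean per group over all 9 libraries, which share the estimate of the spread. Each comparison used edgeR's quasi-likelihood test (glmQLFit, glmQLFTest), two-sided, with Benjamini-Hochberg adjustment over the genes of that comparison and a threshold of 0.05. An F test asked for any difference among the 3 groups. Values per library are CPM, counts scaled to a common library size, with the TMM factors, and log2 fold changes are the fitted ones with their standard errors. Replicate values are given as mean ± SD over 3 libraries. Log2 CPM for principal components used a prior count of 2 and the 500 most variable tested genes. These tests, the alternatives, the gene lists and the rule for naming genes were chosen before the data were examined.

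The gene lists were 14 sets of gene symbols with 370 entries in all. They covered one-carbon and folate metabolism, purine synthesis, serine synthesis and ATF4 targets, fatty acid synthesis, fatty acid uptake and oxidation, cholesterol synthesis, matrix metalloproteinases and their inhibitors, mesenchymal and matrix genes, NF-kB and TLR genes, S phase, G2 and M phase, hypoxia and glycolysis, immediate-early genes and the circadian clock. Of the entries, 366 were found in the table and 337 were tested. Lists were tested with camera at a preset correlation of 0.01, adjusted over the 14 lists of a comparison; fry and camera with an estimated correlation were alternatives. For 8 h and for 24 h against 0 h, the genes named were the 4 largest rises and 4 largest falls with an adjusted p under 0.05, a mean of at least 5 CPM, a symbol and no overlap between the replicates of the groups compared. For 24 h against 8 h, 3 rises and 3 falls were named by the same criteria. Up to 3 members with the smallest p were named from each list past the threshold, and from the one-carbon and metalloproteinase lists at 24 h against 0 h in any case. Some genes that met these criteria are not reported here, and no others took their place.

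Whether the replicate numbers pair the libraries was checked from the correlation, across genes, of the deviations from the group means. Between 0 h and 8 h, r was 0.476, 0.432 and 0.414 for numbers 1, 2 and 3; between 0 h and 24 h it was 0.367, 0.164 and 0.251; between 8 h and 24 h it was 0.423, 0.0367 and 0.404. The mean over same-numbered libraries was 0.330 and over other numbers -0.158, and 1 of the 36 relabelings gave a mean as large (exact one-sided p = 0.0278). Deviations cancel within a group, so a positive mean for same numbers brings a negative mean for the others. The test pools all pairs of groups and does not decide 0 h with 24 h alone. There, untreated replicate 3 had r = 0.270 with replicate 2 of 24 h, above its 0.251 with replicate 3. The numbers were taken to pair the libraries of 0 h with those of 8 h and of 24 h. This rests on the titles and the pooled test. Results with the replicate number as a block assume this pairing and are given beside those of 24 h against 0 h. Biological variation (BCV) was 0.137 without the block and 0.0956 with it. Within groups, the chi-square per degree of freedom between replicates was 7.91 to 54.6, so no replicates were counted as 1 sample.

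The scripts were tested on simulated counts for 15134 genes, of which 200 changed. edgeR recovered 85.5% of them at 24 h against 0 h with 3 false calls, and 83.0% at 24 h against 8 h with 8 false calls. It made 0 calls between the unchanged groups, where 4.87% of genes had an unadjusted p under 0.05. DESeq2 recovered 89.5% at 24 h against 0 h with 20 false calls. In 20 draws, camera found the raised list 20 times and called 1 of 280 unchanged lists, and fry found it 20 times and called 2. Genes were drawn independently of each other in these counts. The draws therefore do not show how the list tests behave where the genes of a list vary together. The alternatives were DESeq2 1.42.0, limma-voom (limma 3.58.1), DESeq2-style size factors, library size without TMM, no filter on low counts, a filter of at least 10 counts in every library, an adjusted p under 0.01, a test against a 1.2-fold change (glmTreat), the replicate block, a fit of the compared groups alone, and fits that each left out 1 library. Figures were drawn with matplotlib 3.10.9. Untreated libraries taken at 8 h or 24 h were not analysed here, so each comparison with 0 h carries both formate and time in culture.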

Results

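The transcriptome of LN229 glioblastoma cells was measured before and after the addition of 500 µM sodium formate. The 9 libraries formed 3 groups of 3, untreated at 0 h, formate for 8 h and formate for 24 h. Total counts per library lay between 22222298 and 25848242, and between 20719 and 21354 genes had at least a single count. The 50 most abundant genes took 12.4% of the counts in untreated replicate 1 and 10.2% in replicate 3 of 24 h, the extremes of the 9 libraries. TMM factors ran from 0.920 in untreated replicate 1 to 1.06 in replicate 3 of 24 h. At this depth, 3 counts in the smallest library correspond to 0.135 CPM. All the untreated libraries were taken at 0 h, so a difference from them covers formate and time in culture together.

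Principal components of the 500 most variable genes showed how the libraries lay relative to each other. The first component held 70.8% of the variance and the second 8.03%. All 3 libraries of 24 h had positive scores on the first component (9.56, 20.02 and 25.03 for replicates 1, 2 and 3), and the other 6 had negative scores. The untreated scores were -23.5, -2.26 and -0.798, and those of 8 h were -21.6, -3.08 and -3.41. Replicate 1 thus lay apart from replicates 2 and 3 at both 0 h and 8 h, along the same axis that separated 24 h. With all 15273 tested genes the first component held 54.2% of the variance.

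**Figure D1:**
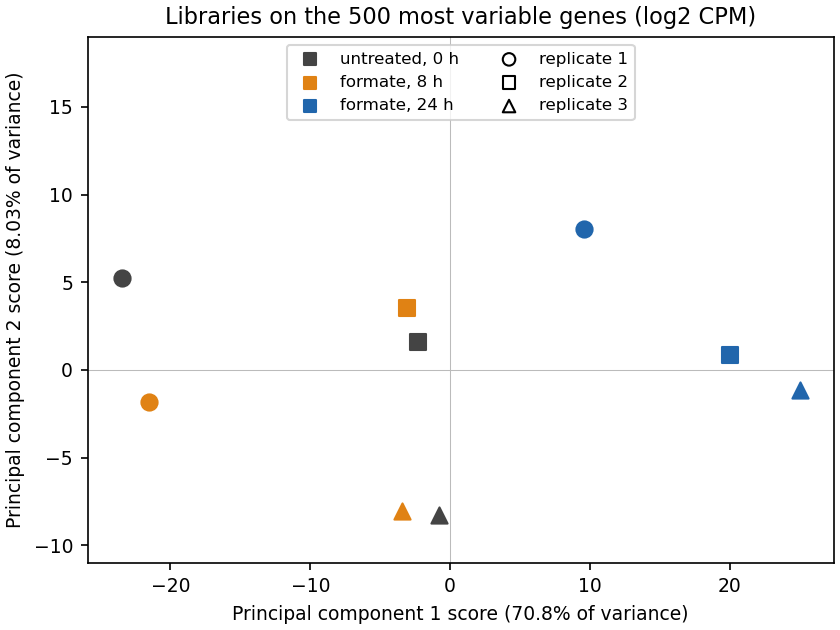
Scores of the 9 libraries on the first principal component (horizontal, 70.8% of variance) and the second (vertical, 8.03%) of log2 CPM of the 500 most variable genes; colours mark the groups and shapes the replicate numbers. The libraries of 24 h lie to the right of the other 6, and replicate 1 of 0 h and of 8 h lies farthest to the left.

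The first comparison asked which genes had changed after 8 h of formate. No gene had an adjusted p under 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and the smallest adjusted p was 0.9999. An unadjusted p under 0.05 was found for 79 genes, which is 0.517% of the 15273 tested. The replicates of the groups did not overlap for 506 genes (3.31%), against 10% by chance for 3 libraries against 3. The SD of the log2 fold changes was 0.18 and the median standard error 0.15. With the replicate block, 0 genes passed and 155 had an unadjusted p under 0.05. All the alternatives run also gave 0 genes. Among the 14 gene lists, none had an adjusted p under 0.05, and the adjusted p was 0.901 for every list; the list medians lay between -0.06 and 0.02 on the log2 scale. Without untreated replicate 1, the S-phase and purine synthesis lists passed, both with an adjusted p of 0.0249 by camera and with medians of 0.06 and 0.07. With all libraries, no change at 8 h was detected in single genes or in these 14 lists. A list chosen later, of YAP and TEAD target genes, passed camera (adjusted p 0.00306) and not fry (adjusted p 0.552).

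The second comparison asked which genes differed after 24 h of formate from the start. By edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 649 genes passed the threshold, 378 higher and 271 lower at 24 h. The fitted change was at least 2-fold for 202 of them, 128 higher and 74 lower, and the median size of change among the called genes was 0.78 on the log2 scale with a median standard error of 0.16. All 649 had replicates that did not overlap between the groups. Over all tested genes, 4621 (30.3%) had such replicates, against 10% by chance. An unadjusted p under 0.05 was found for 4027 genes (26.4%), and the smallest adjusted p was 0.0108. The count moved most with the replicate block: 3687 genes passed, 1921 higher and 1766 lower, among them all 649, and 485 changed at least 2-fold. Single libraries also decided the count without the block. It was 0 without replicate 2 of 24 h, where 2550 genes had an unadjusted p under 0.05, and 0 without replicate 3 of 24 h, where 2563 did. It was 284 without replicate 3 of 8 h, 356 without untreated replicate 1, 418 without untreated replicate 3 and 899 without replicate 1 of 24 h. With the block, the 9 fits that each left out 1 library gave from 2213 genes (without replicate 1 of 24 h) to 3816 (without untreated replicate 1).

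**Figure D2:**
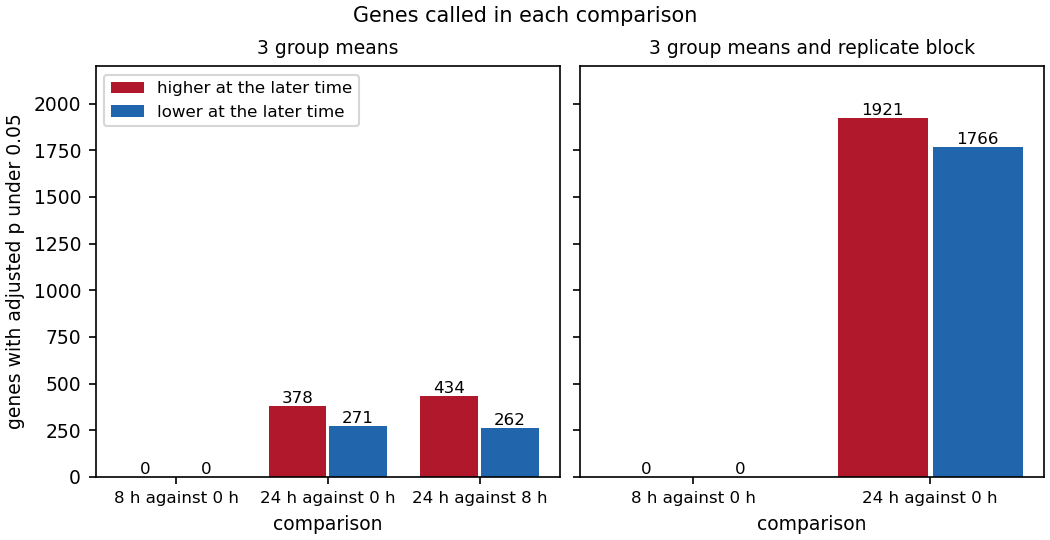
Number of genes with an adjusted p under 0.05 (vertical axis, from 0) that were higher or lower at the later time in each comparison, from the fit with 3 group means (left) and, for the comparisons with 0 h, from the same fit with the replicate number as a block (right). No gene passed at 8 h against 0 h in either fit, and 24 h against 0 h gave 378 higher and 271 lower genes without the block and 1921 and 1766 with it.

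The largest rises at 24 h against 0 h among genes of at least 5 CPM were in AATK, KCNJ10, GNG7 and INSIG1. AATK (ENSG00000181409, chromosome 17, 81117295 to 81166077, minus strand) went from 4.07 ± 2.09 CPM at 0 h to 19.3 ± 5.07 at 24 h, a log2 fold change of 2.24 with a standard error of 0.42 and an adjusted p of 0.0253. KCNJ10 (ENSG00000177807, chromosome 1, 159998651 to 160070483, minus strand) went from 6.81 ± 4.10 to 23.2 ± 7.49 CPM (log2 fold change 1.75, standard error 0.42, adjusted p 0.0421). GNG7 (ENSG00000176533, chromosome 19, 2511219 to 2702709, minus strand) went from 24.9 ± 7.36 to 81.9 ± 25.1 CPM (log2 fold change 1.72, standard error 0.30, adjusted p 0.0202). INSIG1 (ENSG00000186480, chromosome 7, 155297776 to 155310235, plus strand), whose product controls sterol sensing, went from 34.5 ± 13.1 to 113 ± 6.92 CPM (log2 fold change 1.71, standard error 0.30, adjusted p 0.0202). The SD values are over 3 libraries per group.

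The largest falls were in RPSAP52, PTHLH, MYPN and CPA4. RPSAP52 (ENSG00000241749, chromosome 12, 65758020 to 65826997, minus strand) is a transcribed processed pseudogene, so its counts are uncertain; it went from 12.9 ± 9.45 to 1.90 ± 1.11 CPM, with a log2 fold change of -2.76 and an adjusted p of 0.0305. PTHLH (ENSG00000087494, chromosome 12, 27958084 to 27972705, minus strand) went from 26.6 ± 17.9 to 4.52 ± 1.67 CPM (log2 fold change -2.55, standard error 0.52, adjusted p 0.0282); another gene overlaps 10.4% of its exons on the opposite strand. MYPN (ENSG00000138347, chromosome 10, 68106117 to 68212017, plus strand) went from 18.8 ± 5.94 to 3.96 ± 2.05 CPM (log2 fold change -2.25, standard error 0.39, adjusted p 0.0203). CPA4 (ENSG00000128510, chromosome 7, 130293134 to 130324180, plus strand) went from 16.8 ± 7.90 to 3.82 ± 2.6 CPM (log2 fold change -2.13, standard error 0.52, adjusted p 0.0440). At 0 h the SD of these genes was large because replicate 1 held the highest level of each: for PTHLH it was 47.1 CPM, and the lowest of the 3 was 13.7. In all 8 genes named here for their size of change, the 3 libraries of 24 h lay beyond the 3 of 0 h. This was a condition for naming them. None of the 8 passed without replicate 2 or without replicate 3 of 24 h.

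Of the 14 gene lists, 5 passed at 24 h against 0 h by camera with adjustment over the lists. Cholesterol synthesis rose, with 22 of 24 tested members higher and a median log2 fold change of 0.50 (adjusted p 2.67e-14). Fatty acid synthesis rose, with 17 of 20 members higher and a median of 0.39 (adjusted p 4.45e-10). S-phase genes rose, with 20 of 28 members higher and a median of 0.19 (adjusted p 0.00169). Genes of G2 and M phase fell, with 34 of 35 members lower and a median of -0.54 (adjusted p 1.04e-20). Mesenchymal and matrix genes fell, with 17 of 28 members lower and a median of -0.18 (adjusted p 0.0109). The cholesterol and fatty acid synthesis lists also passed under fry (adjusted p 0.00139 and 0.000315) and with an estimated correlation (0.0341 and 0.0238). The G2 and M phase and the mesenchymal lists passed under fry (0.0230 and 0.0450) and not with an estimated correlation (0.214 and 0.236). The S-phase list passed under neither (0.144 and 0.582). Without replicate 1 of 24 h it did not pass camera either (median 0.11, adjusted p 0.284), and without untreated replicate 3 its median was 0.09 (adjusted p 0.137). The same 5 lists passed with the replicate block.

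The other 9 lists did not pass camera at 24 h against 0 h. Their medians and adjusted p-values were 0.00 and 0.586 for one-carbon and folate metabolism, -0.12 and 0.488 for purine synthesis, and 0.03 and 0.909 for serine synthesis and ATF4 targets. They were 0.14 and 0.488 for metalloproteinases and their inhibitors, -0.02 and 0.909 for NF-kB and TLR genes, and 0.04 and 0.169 for fatty acid uptake and oxidation. They were 0.01 and 0.572 for hypoxia and glycolysis, 0.22 and 0.462 for immediate-early genes, and 0.17 and 0.314 for the circadian clock. Immediate-early genes passed under fry (adjusted p 0.0253). Fatty acid uptake and oxidation passed camera without untreated replicate 1 (median 0.10, adjusted p 0.0310).

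**Figure D3:**
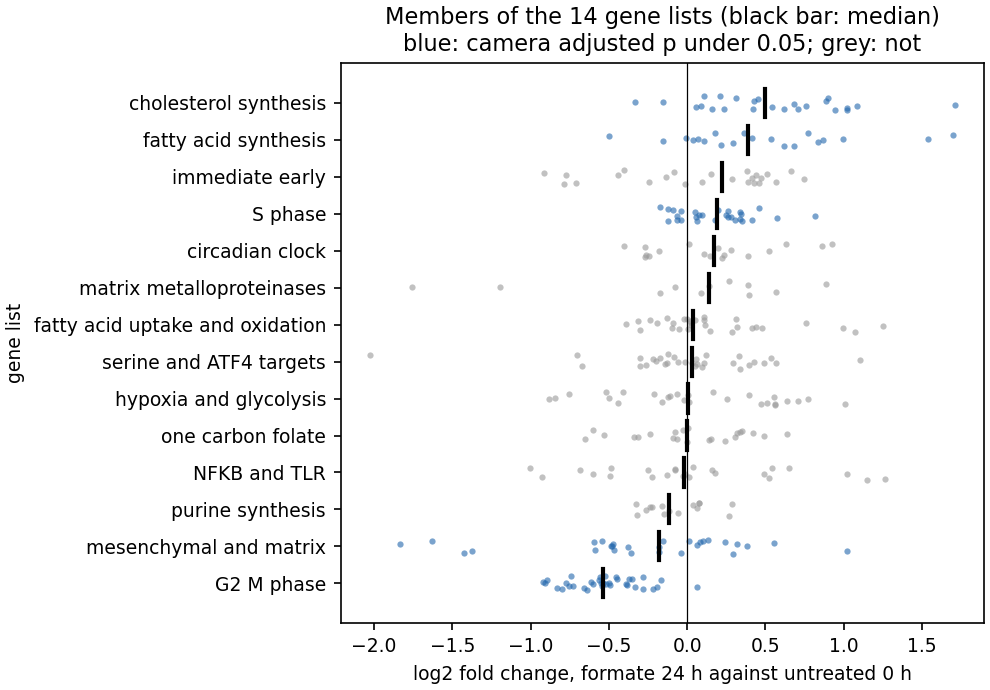
Log2 fold change at 24 h against 0 h (horizontal axis) of each tested member of the 14 gene lists (points), with the list median as a black bar; blue lists passed camera at an adjusted p under 0.05 and grey lists did not. The median was 0.50 for cholesterol synthesis and -0.54 for G2 and M phase, and it was 0.00 for one-carbon and folate metabolism.

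Single members of these lists showed the size of the changes. FADS2 (ENSG00000134824), the fatty acid desaturase with the smallest p at 24 h against 0 h, went from 89.5 ± 14.2 to 260 ± 36.3 CPM (log2 fold change 1.54, standard error 0.16, adjusted p 0.0108). SCD went from 225 ± 75.1 to 731 ± 64.3 CPM (log2 fold change 1.70, adjusted p 0.0167), and a pseudogene copy of SCD in the annotation leaves part of its counts uncertain. FASN rose by 0.87 on the log2 scale (adjusted p 0.0167). Of the cholesterol genes, DHCR7 rose by 0.89 (adjusted p 0.0149), SQLE by 0.76 (0.0167) and HMGCS1 by 1.02 (0.0167); 14.9% of the exons of HMGCS1 overlap a gene on the opposite strand. Within the cholesterol list 11 of 24 members passed over all genes and 15 adjusted over the list alone, and within the fatty acid synthesis list 9 of 20 and 13 did; over all genes with the replicate block, 15 and 13 passed.

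CCNB1 went from 509 ± 90.6 to 271 ± 56.6 CPM (log2 fold change -0.91, standard error 0.16, adjusted p 0.0215). DLGAP5 fell by 0.66 on the log2 scale (adjusted p 0.0199) and CDCA3 fell by 0.77 (0.0203), with 9.71% opposite-strand overlap in CDCA3; the annotation holds pseudogene copies of both. Of the 35 tested G2 and M phase genes, 16 passed over all genes, 27 adjusted over the list alone and 27 over all genes with the replicate block. TAGLN fell by 1.37 on the log2 scale (adjusted p 0.0316; 11.4% opposite-strand overlap) and THBS1 fell by 1.63 (0.0359; 7.58%). In the mesenchymal and matrix list 4 of 28 members passed over all genes, 10 adjusted over the list alone and 15 over all genes with the block. CCNE2 rose by 0.82 (adjusted p 0.0199; 37.1% opposite-strand overlap), MCM6 by 0.58 (0.0271) and DTL by 0.41 (0.0376); in the S-phase list 3 of 28 members passed over all genes, 9 adjusted over the list alone and 11 over all genes with the block. In each of these genes, as in all 649 called genes, the 3 libraries of 24 h lay beyond the 3 of 0 h.

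**Figure D4:**
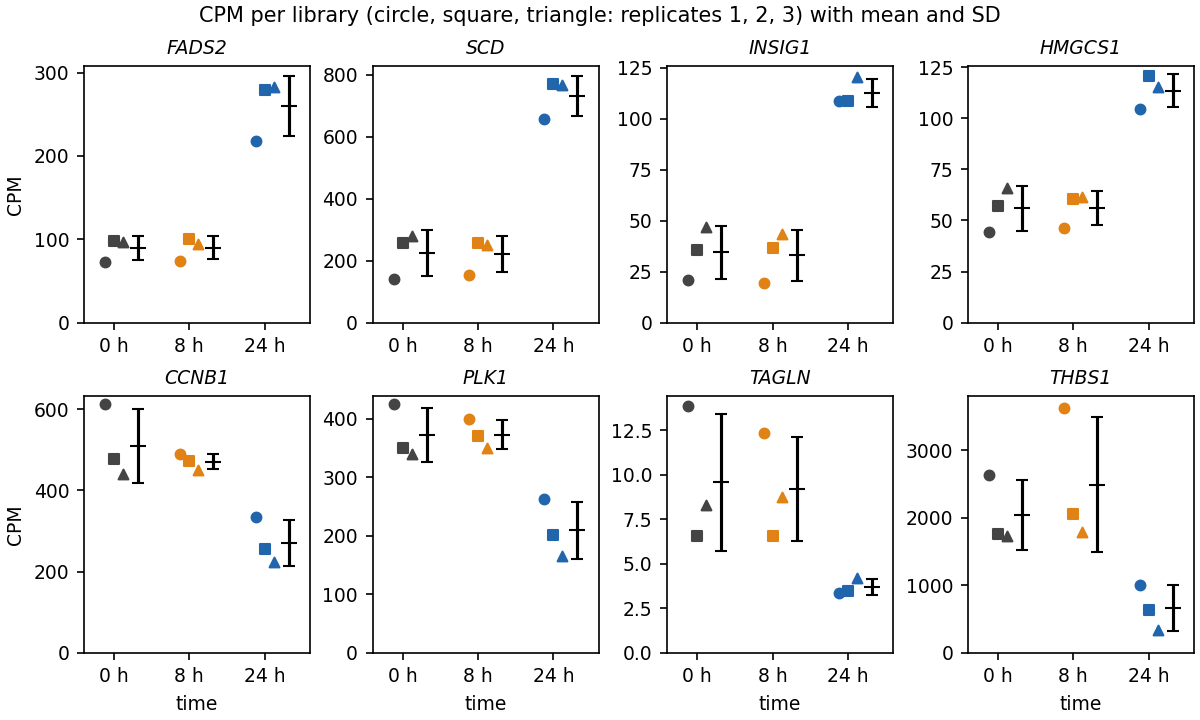
CPM per library of 8 genes of the fatty acid, cholesterol, G2 and M phase and matrix lists or their regulation (vertical axes start at 0) at 0, 8 and 24 h, with symbols for replicates 1, 2 and 3 and the mean and SD of 3 libraries to the right of each group. FADS2 was at 89.5, 89.9 and 260 CPM on average at 0, 8 and 24 h, and CCNB1 at 509, 470 and 271 CPM.

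The one-carbon and metalloproteinase lists, tied to the treatment and to invasion, were also read gene by gene at 24 h against 0 h. SHMT1, of folate metabolism, went from 58.8 ± 3.23 to 82.5 ± 1.42 CPM (log2 fold change 0.49, standard error 0.11, adjusted p 0.0345), and the annotation holds a pseudogene copy of it. ALDH1L2 (log2 fold change 0.64, adjusted p 0.0600) did not pass, and with the replicate block it did (adjusted p 0.0116). In the one-carbon list 1 of 22 members passed over all genes, 4 adjusted over the list alone and 9 over all genes with the block. Among the metalloproteinases, MMP17 went from 49.7 ± 2.71 to 73.5 ± 10.0 CPM (log2 fold change 0.56, adjusted p 0.0363) and MMP24 from 1.14 ± 0.183 to 0.493 ± 0.122 CPM (log2 fold change -1.20, adjusted p 0.0396), with 21.8% opposite-strand overlap for MMP24. MMP11 did not pass without the block (log2 fold change 0.89, adjusted p 0.0856) and passed with it (0.00398). In that list 2 of 11 tested members passed over all genes, 5 adjusted over the list alone and 6 over all genes with the block.

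The third comparison, of 24 h with 8 h of formate, asked whether the change continued between the treatment times, and tests whether both effects against the shared untreated libraries differ. It gave 696 genes by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 434 higher and 262 lower at 24 h, with 228 changed at least 2-fold (151 higher, 77 lower). An unadjusted p under 0.05 was found for 3486 genes. Replicates did not overlap for 5242 genes (34.3%), against 10% by chance, and for all 696 called genes. The count was 0 without replicate 1 of 8 h, without replicate 2 of 24 h or without replicate 3 of 24 h, where 2078, 2446 and 2177 genes had an unadjusted p under 0.05. It was 53 without replicate 3 of 8 h, 372 without replicate 2 of 8 h, 1049 without replicate 1 of 24 h, and 2545 without untreated replicate 1. Of the 649 genes of 24 h against 0 h, 507 (78.1%) were also called here, all in the same direction; both comparisons use the libraries of 24 h, so part of this overlap arises without an effect. The F test for any difference among the 3 groups called 556 genes. Without replicate 2 or replicate 3 of 24 h it called 0, and without untreated replicate 1 it called 1276.

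The largest changes between 8 h and 24 h were mostly those already named. AATK rose by 2.08 on the log2 scale (standard error 0.41, adjusted p 0.0248). IFIT2 (ENSG00000119922, chromosome 10, 89283694 to 89309276, plus strand) went from 5.46 ± 2.92 to 21.5 ± 8.15 CPM (log2 fold change 1.97, standard error 0.45, adjusted p 0.0350), and another gene overlaps 8.68% of its exons on the same strand. FAXDC2 (ENSG00000170271, chromosome 5, 154818491 to 154859252, minus strand) went from 3.54 ± 2.14 to 13.5 ± 3.42 CPM (log2 fold change 1.93, standard error 0.48, adjusted p 0.0465). The largest falls were in RPSAP52 (log2 fold change -2.72, adjusted p 0.0304), PTHLH (-2.62, adjusted p 0.0248) and MYPN (-2.40, adjusted p 0.0183).

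The 5 lists that passed at 24 h against 0 h also passed at 24 h against 8 h by camera. The medians were 0.43 for cholesterol synthesis (adjusted p 1.63e-16), 0.43 for fatty acid synthesis (2.29e-10), 0.23 for S phase (0.000640), -0.53 for G2 and M phase (8.34e-24) and -0.27 for the mesenchymal and matrix list (0.000640). All 35 G2 and M phase genes were lower. Under fry all but S phase passed (adjusted p 0.128 for S phase); with an estimated correlation the cholesterol and fatty acid synthesis lists passed, each with an adjusted p of 0.0203. Without replicate 1 of 24 h the S-phase list did not pass camera (median 0.13, adjusted p 0.261). The smallest p-values among their members were those of FADS2 (log2 fold change 1.53, adjusted p 0.00869), SCD (1.72, 0.0171) and FADS1 (0.53, 0.0183) for fatty acid synthesis; less than 5% of the exons of FADS1 and of FADS2 overlap a gene on the opposite strand. For G2 and M phase they were those of DLGAP5 (-0.64, 0.0203), PLK1 (-0.83, 0.0243) and CDCA3 (-0.70, 0.0248), with 12.5% opposite-strand overlap for PLK1. DHCR7, SQLE, HMGCS1, THBS1, TAGLN, CCNE2, MCM6 and DTL were again among the members of the other 3 lists with the smallest p, with adjusted p-values from 0.00908 for DHCR7 to 0.0341 for TAGLN.

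The changes at 8 h and at 24 h were set against each other across genes, which are not independent replicates. Pearson's r of the log2 fold changes against the shared untreated libraries was 0.240, and 63.3% of genes had the same sign. In 50 simulations of unchanged groups that share their control libraries, r was 0.5003 on average (0.478 to 0.525) and 66.6% of genes had the same sign. These simulations held no change at 24 h, which by itself would lower r, so they do not decide whether the changes at 8 h and 24 h agreed. The correlation was -0.022, 0.495 and 0.52 without untreated replicates 1, 2 and 3, and 0.48, 0.048 and 0.052 without replicates 1, 2 and 3 of 8 h, so its value depended on single libraries of 0 h and 8 h.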

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

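The results below drew attention because 8 h and 24 h of formate differed in the test of their difference, 24 h against 8 h. The test of YAP and TEAD target genes was chosen after the gene lists had been read; the splits of the libraries and the corrections were fixed before they were run. Of the 31 named genes, 20 were chosen from 24 h against 8 h itself. The others were chosen at 24 h against 0 h, which shares the libraries of 24 h. A high share of them passing at 24 h against 8 h therefore follows largely from this choice. The difference covered 696 genes and 29 of the 31 named genes, all but MMP11 (adjusted p 0.0642) and ALDH1L2 (adjusted p 0.108). It also covered 5 gene lists, with medians of 0.43 for cholesterol synthesis, 0.43 for fatty acid synthesis, 0.23 for S phase, -0.53 for G2 and M phase and -0.27 for mesenchymal and matrix genes. At 8 h against 0 h, 0 genes and 0 of these lists passed, and 79 genes had an unadjusted p under 0.05.

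Grouping by chance was weighed with other splits of the libraries. For 24 h against 8 h, 1 of the 10 splits of the 6 libraries, the real one, gave as many as 696 genes, and the other 9 gave 0. For 24 h against 0 h, 1 of the 10 splits, again the real one, gave as many as 649 genes. With the replicate block, 1 of the 4 splits that part every replicate pair gave as many as 3687 genes, and the other 3, which each exchanged the libraries of a single pair, gave 0. For 8 h against 0 h, all 10 of the 10 splits gave 0 genes like the real one. Designs of 3 against 3 allow no share under 0.1, so chance cannot be told apart from the groups by the splits alone. For the F test over 3 groups, 5 of the 100 splits drawn from 280 gave as many as 556 genes. All 5 kept the 3 libraries of 24 h together. They were the real split and 4 that exchanged libraries of 0 h and 8 h, of which the highest gave 2487 genes, and the other 95 gave 0 genes; among splits, the count therefore followed the libraries of 24 h and carried nothing that parts 8 h from 0 h.

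Technical trends were removed in turn. At 24 h against 8 h, of the 696 genes, 678 stayed called after every library was thinned to the smallest total, 691 stayed called without the 50 most abundant genes, 665 after each library's trend with GC content was removed and 683 after the trend with exon length was removed. At 24 h against 0 h in the fit with the replicate block, of the 3687 genes, 3532 stayed called after thinning to the same library size, 3662 without the most abundant genes, 3472 after the GC content correction and 3423 after the gene length correction. GC content was known for 99.2% of the tested genes. These values argue against library size, a few abundant genes, GC content or gene length as the whole cause. What was done to make the deposited counts is not stated, so a step that differed between columns could not be tested, and the labels give no batch.

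Time in culture in place of formate stays open. The number of untreated libraries of 8 h or 24 h among those analysed was 0, so formate and time in culture cannot be told apart for any gene or list here. The direction of the lists gives no decision either: less G2 and M phase expression and more sterol and fatty acid synthesis expression could follow from the treatment, from growth toward a denser culture or from a changed medium. A candidate explanation for the fall of growth and matrix genes is higher cell density at 24 h, read from YAP and TEAD target genes. The list of such targets, without the 2 that other lists held, was lower at 24 h against 8 h in 15 of 19 members, with a median of -0.24 (camera adjusted p 0.000670, fry adjusted p 0.0260, adjusted over this list and another chosen later). With an estimated correlation the adjusted p was 0.110, and at 24 h against 0 h the camera adjusted p was 0.0375 and the fry adjusted p 0.0983. The same list was higher in 16 of 19 members at 8 h against 0 h (camera adjusted p 0.00306, fry adjusted p 0.552), a comparison in which no gene passed. Density may therefore contribute to the change at 24 h, and it was not measured.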

How the results depend on the processing

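The replicate block fits without single libraries were chosen after seeing the data; every other alternative was planned. At 8 h against 0 h, every alternative gave 0 genes, with 37 (DESeq2) to 249 (no filter on low counts) genes at an unadjusted p under 0.05 outside the fits that left out 1 library, and with 64 to 243 in those.

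The numbers of genes at 24 h stayed within 1.5 times of 378 higher and 271 lower (24 h against 0 h) and of 434 and 262 (24 h against 8 h) under DESeq2-style size factors, library size alone, both filters and limma-voom. DESeq2 gave 873 higher and 783 lower at 24 h against 0 h, and 835 and 651 at 24 h against 8 h. Its overall test over 3 groups, a likelihood-ratio test in place of edgeR's F test, gave 1525. The replicate block gave 1921 higher and 1766 lower at 24 h against 0 h, 1799 and 1331 at 24 h against 8 h, and 2986 in the F test, with 485 genes in all changed at least 2-fold at 24 h against 0 h and 510 at 24 h against 8 h. The BCV was 0.0956 with the block and 0.137 without it. A fit of the compared groups alone gave 70 and 54 at 24 h against 0 h and 1018 and 769 at 24 h against 8 h; the cause was not tested. The next 2 alternatives were run only in the fit without the replicate block. An adjusted p under 0.01 left 0 higher and 0 lower genes at 24 h against 0 h and 2 and 2 at 24 h against 8 h. Of genes changed at least 2-fold, the test against a 1.2-fold change left 41 at 24 h against 0 h. It left 39 at 24 h against 8 h. For 24 h against 8 h, the replicate number 2 paired poorly (r = 0.0367), so its block values are given here only. The block changed no list's call in any comparison. Among named genes it changed the calls of ALDH1L2 and MMP11 at 24 h against 0 h, and it lost none of the 20 calls of genes named at 24 h against 8 h.

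Across the 9 fits that each left out 1 library, genes higher ran from 0 to 529 and lower from 0 to 370 at 24 h against 0 h, and those changed at least 2-fold from 0 to 355. At 24 h against 8 h they ran from 0 to 1318, 0 to 1227 and 0 to 436, and in the F test from 0 (without replicate 2 or replicate 3 of 24 h) to 1276 (without untreated replicate 1). The zeros came without replicate 2 or 3 of 24 h, and at 24 h against 8 h also without replicate 1 of 8 h. With the replicate block, the fits without 1 library gave 2213 to 3816 genes at 24 h against 0 h and 1179 (without replicate 3 of 8 h) to 5432 (without untreated replicate 1) at 24 h against 8 h. Fewer libraries widen the errors by construction, but the counts at 24 h against 8 h rose without untreated replicate 1, which is not one of the libraries compared there; it enters through the shared estimate of the spread.

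Of the 45 values of named genes past the threshold, all kept their direction in all 675 refits. Library size alone lost 4 calls and the fit of the compared groups 13, all 13 at 24 h against 0 h; DESeq2-style size factors, DESeq2 and limma-voom lost 0. Without replicate 2 or replicate 3 of 24 h, all 25 calls at 24 h against 0 h were lost, with adjusted p-values from 0.0937 to 0.183. All 20 at 24 h against 8 h were lost there too, and without replicate 1 of 8 h the 20 were lost as well. Without replicate 3 of 8 h, 14 of the 20 and 8 of the 25 were lost. Without untreated replicate 1 or untreated replicate 3, 7 of the 25 were lost in each fit. The remaining fits without 1 library lost 1 to 4 of the 25 at 24 h against 0 h, and 0 to 2 of the 20 at 24 h against 8 h.

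Of the 5 lists past the threshold, 2 stayed past with an estimated correlation in each comparison of 24 h, cholesterol and fatty acid synthesis. Fry dropped S phase in both and added immediate-early genes in both, and at 24 h against 8 h fatty acid uptake and oxidation (0.0312) and hypoxia and glycolysis (0.0168). Fatty acid uptake and oxidation also passed camera there with at least 10 counts in every library (0.0474), without replicate 2 of 8 h (0.0155), and without replicate 2 (0.0317) or 3 (0.0410) of 24 h. At 8 h against 0 h the number of lists ran from 0 to 2, the 2 being purine synthesis and S phase without untreated replicate 1; their medians ran from -0.13 to 0.070 and from -0.064 to 0.061 over the 9 fits. The correlation of the 8 h and 24 h changes ran from -0.022 (without untreated replicate 1) to 0.52. The first component held 60.2% of the variance with 2000 genes and 54.2% with all, as genes that vary less enter.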

Other observations

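Tests named here were chosen after the principal components and the list results had been read; the comparisons with independent noise, with shared replicate differences, with a library counted as 2 samples, with group labels exchanged within a pair and of the untreated levels of S-phase genes and YAP targets were set after related values had been seen.

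Untreated replicates differed from each other along the direction of the 24 h change. Across 15273 genes, untreated replicate 3 minus replicate 1 had r = 0.470 with the change from 8 h to 24 h, which was computed from other libraries, and replicate 2 minus replicate 1 had r = 0.498; replicate 3 minus replicate 2 had r = 0.0154. In 100 simulations of independent noise between replicates, r for the first of these stayed between -0.0274 and 0.0303. The same held at 8 h, where replicates 2 and 3 minus replicate 1 had r = 0.494 and 0.451 with the change from 0 h to 24 h. These simulations held no deviation shared by same-numbered libraries, for which r between 0 h and 8 h was 0.414 to 0.476. The change from 8 h to 24 h contains replicate 1 of 8 h, and that from 0 h to 24 h contains untreated replicate 1. A shared deviation of number 1 could thus raise r by itself, and this was not simulated. After trends with GC content, gene length and abundance were removed, r for untreated replicate 3 minus replicate 1 was 0.435, so these trends are not the whole cause. A difference in culture state shared by the replicates and the 24 h cultures is a candidate explanation: of the 5 lists that passed at 24 h against 8 h, 4 moved in the same direction from untreated replicate 1 to both other replicates. From replicate 1 to 3, the medians were 0.20 for cholesterol synthesis, 0.14 for fatty acid synthesis, -0.14 for G2 and M phase and -0.14 for mesenchymal and matrix genes. The S-phase list went against it, with a median of -0.28 from replicate 1 to 3 and -0.13 from replicate 1 to 2, while it rose at 24 h. Higher cell density, read from YAP and TEAD target genes, was left undecided in the untreated libraries: 8 of 19 targets were lower in both replicates 2 and 3 than in replicate 1, and 9 were higher. Part of the change at 24 h may be a state that untreated cultures can also reach without formate. For r and for the lists alike, a deviation shared by the libraries numbered 1 stays open as well. From replicate 1 to both other replicates, the medians of all 5 lists moved the same way at 8 h and at 24 h as at 0 h. From replicate 1 to 3 of 24 h they were 0.13 for cholesterol synthesis and 0.029 for fatty acid synthesis. They were -0.51 for G2 and M phase, -0.083 for mesenchymal and matrix genes and -0.37 for S phase. No biological explanation of the replicate difference is given by the labels.

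Small p-values were rare between 8 h and 0 h, with 0.517% of genes under 0.05 where 5% is expected. Simulated unchanged groups gave 4.87%. With the replicate block the share was 1.01%, and with the block and the libraries of 8 h and 0 h alone it was 1.197%. Leaving out both groups' libraries of a single number, and that of 24 h, gave at most 3.65% (number 3), and 1.17% and 0.955% for numbers 1 and 2, with 0 genes past the threshold in each. How far such shares vary was read from 4 arrangements, the real one and 3 with the labels of 0 h and 8 h exchanged within a single pair. Without the block the share ran from 0.308% to 1.24%, with it from 0.786% to 3.90%, with the block and 2 groups from 0.874% to 3.93%, and without number 2 from 0.955% to 5.597%. The spread of the 24 h libraries is not the whole cause: without them and without the block the share was 0.356%, and 0.235% to 0.840% over the arrangements, lower than with them in each. Replicate differences shared by the groups and a single deviant pair stay open, as the libraries are too few to set these shares against 5%. The fit without the block was conservative in all 4 arrangements, so small changes at 8 h may have gone unseen. The share without number 3 does not decide whether there were any. It was 3.65% with the real labels and 2.61% with those of number 1 or number 2 exchanged. Exchanging number 3 changed nothing there, as its libraries were left out.

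The libraries of 0 h and 8 h numbered 2, and those numbered 3, were closer to each other than replicates were. The chi-square per degree of freedom was 1.85 for number 2 and 2.47 for number 3, against 33.5 for number 1 and 7.91 to 54.6 between replicates of a group. A library counted as 2 samples was tested with counts of number 2 drawn again from their sum, which gave 0.965 to 1.02 in 100 draws. This range holds counting error only, and a library prepared or sequenced again would add to it, so the value of 1.85 leaves this open. Separate libraries from 1 culture were not tested. A common change from 0 h to 8 h was looked for in the correlation, across genes, of the differences of each pair, against 100 simulations of unchanged pairs. It was r = 0.00464 for pairs 2 and 3 (simulated -0.0404 to 0.0358), 0.0378 for pairs 1 and 2 (-0.0248 to 0.0257) and -0.134 for pairs 1 and 3 (-0.0342 to 0.0257). The second lies outside its simulated range in the direction of a common change and the third outside its own in the opposite direction, so a common change at 8 h stays undecided.

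IFIT2 rose between 8 h and 24 h, and an interferon response was tested as a hypothesis with a list of interferon-stimulated genes from which IFIT2 was left out. At 24 h against 8 h, 16 of the 20 tested members were higher, with a median of 0.50 (camera adjusted p 0.000285, fry adjusted p 0.0191, adjusted over the 2 lists chosen later), and 3 passed over all genes. These were HERC5, IFIH1 and IFIT3; the members named in this paragraph were chosen after their values were seen. At 24 h against 0 h the median was 0.42 (camera adjusted p 0.00357, fry adjusted p 0.0514), and at 8 h against 0 h it was -0.08 (camera adjusted p 0.151). From 0 h to 24 h, 2 members passed over all genes, and they went apart: IFIH1 rose by 0.79 on the log2 scale (adjusted p 0.0345) and OASL fell by 1.21 (adjusted p 0.0437), while IFIT2 did not pass (adjusted p 0.0550). With an estimated correlation the adjusted p at 24 h against 8 h was 0.110. The log2 fold change at 24 h against 8 h was -0.87 for OASL and -0.14 for OAS3, an abundant member. The rise is consistent with a small interferon-like shift in part of the list, and time in culture remains open for it as for all changes at 24 h.

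Transcripts of the mitochondrial genome took 1.68% ± 0.128 of the counts at 24 h, 1.06% ± 0.282 at 0 h and 1.08% ± 0.354 at 8 h (mean ± SD, n = 3). The lowest library of 24 h, at 1.56%, lay above the highest of the other 6, at 1.43%. With 3 libraries in each group, an exact two-sided permutation test of any pair of groups could not give a p under 0.1.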
